A study of Mus musculus with 4 samples.

How the data were processed

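The measurement was droplet-based single-cell RNA sequencing of hippocampus and cortex from 4 mice, 2 given CNO and 2 given saccharin, with 1 library per mouse. Per the labels' protocols, tissue was dissociated with cold enzyme after perfusion with cold saline, myelin was removed with magnetic beads, and libraries were made with version 2 of the 10x Genomics 3' kit. The deposited matrices hold raw UMI counts per gene and barcode, not normalized, one matrix per mouse. Per the file headers they were written by software of version 3.0.2 in the Cell Ranger format. The aligner, the genome build and the annotation are not given in the sources used here. The lowest total of any barcode was 500 UMIs in each library, so barcodes had been filtered before deposit. Each matrix lists 31053 genes by Ensembl identifier and symbol. Of these identifiers 31011 are in GENCODE release M21 on GRCm38, 30541 of them with the same symbol, and positions printed here come from that annotation. Whether the authors' counting used strand is not given in the sources used here, so genes that overlap others on either strand are named as uncertain.

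Groups were taken from the labels. Replicate numbers within a group follow the order of the samples and pair no mice across groups. The tests within classes, the test of microglia against astrocytes, the lists named in this section, the markers, the filters and the rule for naming genes were fixed before the data were examined. Sample handling, collection times and cages are not used here, since the labels state none that differ between mice, so any that went with the groups cannot be separated from them.

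Barcodes were kept with at least 500 UMIs, at least 250 detected genes and at most 20% of UMIs from mitochondrial genes, which left 11485, 8646, 11588 and 11236 barcodes in mice 104 to 107. Doublets were scored per library with Scrublet as built into scanpy 1.11.5. Its automatic threshold marked 1, 0, 0 and 0 barcodes and so did not work. As laid down beforehand, the highest-scoring share equal to 0.8% per 1000 deposited barcodes was removed, which took out 1208, 666, 1185 and 1160 barcodes. Counts were log-normalized and clustered on 2000 highly variable genes chosen per library, 30 principal components and 15 neighbours with the Leiden method (leidenalg 0.10.2) at resolution 1, with no batch integration. Python 3.11.15 was used.

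Clusters were named from marker genes fixed before the data were examined. The scoring was settled after the clusters had been seen and before any comparison of groups. A cluster needed at least 3 detected markers of its class, and it stayed unnamed if its 10 leading genes held more markers of another class than of its own. Classes are thus groups of cells with the markers of that type. The 1 unnamed cluster of 1382 cells was led by neuronal genes such as Camk2a and Nrgn, with microglial markers at 64.1% of their level in microglia. The 13 microglial clusters were summed into 1 class, although mice differ in which clusters they fill. Among them, cluster 2 was led by interferon-response genes (Ccl12, Rtp4, Ifit3), cluster 3 by chemokine genes (Ccl4, Ccl3), and cluster 6 by Hist1h2ac, Hist1h4d, Hist4h4, Jun and Egr1. Cluster 6 held 392, 189, 85 and 66 cells of mice 104 to 107 and is led by genes that differ between the groups, so its size is not a result. Cluster 14 had 3 microglial and 3 neuronal markers among its leading genes and took 259 of its 450 cells from mouse 107. Astrocytes, with 165 cells in all, were tested as laid down, although mouse 105 had only 25. T or NK cells, neutrophils, fibroblasts, ependymal and erythroid cells were too few in at least 1 mouse and were not tested.

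Raw counts were summed per mouse and class. The main test was edgeR 4.0.16 (R 4.3.3) with TMM factors, its default filter on low counts by group, and the quasi-likelihood F test, with Benjamini-Hochberg adjustment over the genes tested in the class and calls at an adjusted p under 0.05. Standard errors are the log2 fold change divided by the square root of F. Log2 fold changes are CNO minus Saccharin, and CPM values are shares of the summed counts. The difference between microglia and astrocytes was tested as the interaction of class and group on 8 sums with the mouse as a factor. Shares of cells were compared by exact permutation of the mouse labels. Gene lists were tested with camera (limma 3.58.1) at a preset correlation of 0.01 on log CPM, adjusted over the lists of the class. A first run asked for 3 members per list, which had not been laid down; all lists with at least 1 tested member are now tested, and no call changed. The lists were the homeostatic, disease-associated, interferon response and inflammatory cytokine genes for microglia, the pan-reactive, A1, A2 and homeostatic genes for astrocytes, and the immediate early, heat shock and ribosomal protein genes for both.

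Genes named were, among calls with both CNO mice on the same side of both Saccharin mice and a mean of at least 50 counts per mouse, the 5 with the largest increase and the 5 with the largest decrease in microglia, and 2 and 2 in each other class. Where a class had none, the 2 with the smallest p are named as not passing. From each list, up to 3 members called over all genes are named. Gfap, Chrm3, Xist, Ddx3y and Eif2s3y were always named as checks.

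The tests were tested on simulated data with 200 changed genes per class. All genes of a class shared 1 dispersion there (0.00702 in microglia), and no effect of a mouse was added. Real genes differ in spread, and 200 changed genes ease the adjusted threshold. The shares called can thus be higher than in the real data. In microglia 89% of genes changed by a log2 fold change of 1 and 100% of those changed by 2 were called (12283 genes), and 5 of all 194 calls were false. In border macrophages 11 of 143 calls were false, more than the 5% aimed at. The values were 35% and 97% in border macrophages (4416 genes), 24% and 82% in endothelial cells (6492 genes), 20% and 87% in monocytes or dendritic cells (3469 genes), 9% and 74% in neuroblasts (4545 genes) and 1% and 46% in choroid plexus cells (2613 genes).

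Alternatives were DESeq2 1.42.0, RLE factors, no filter on low counts, leaving out genes over 10 times higher in another class, thinning all sums to 55095 UMIs, at least 1000 UMIs per cell, at most 10% mitochondrial UMIs, no doublets removed, Leiden resolution 2, fry, an estimated correlation, and leaving out each mouse in turn. Where 1 mouse is left in an arm, it is assumed to vary like the other arm. Counting the mixed cluster with the astrocytes, the comparison of microglia with endothelial cells, and the lists of glucocorticoid-responsive, clock and histone genes were chosen after seeing the data, as were the genes said to be named after their values were seen.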

Results

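Brain cells of 4 male C57BL/6J mice were profiled by droplet-based single-cell RNA sequencing, in 1 library per mouse. A virus injected into hippocampus and cortex at 8 weeks of age carried hM3D(Gq), an engineered receptor that couples to Gq proteins and is switched on by the drug clozapine N-oxide (CNO). A GFAP promoter directed the receptor to astrocytes. For 8 weeks 2 mice, 104 and 105 (CNO replicates 1 and 2), drank CNO and 2 mice, 106 and 107 (Saccharin replicates 1 and 2), drank saccharin. The comparison asked whether driving astrocytes through the receptor alters gene expression in microglia, the resident macrophages of the brain. Mice given CNO without the receptor were not analysed here, so an effect of the receptor and an effect of the drug itself share 1 contrast.

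The libraries of mice 104, 105, 106 and 107 held 21753013, 16920443, 19728139 and 22010511 UMIs (unique molecular identifiers, each counting 1 captured RNA molecule). These UMIs came from 13150, 9625, 12784 and 12900 barcodes, with medians of 1468, 1736, 1454 and 1624 UMIs per barcode. After filtering, 10277, 7980, 10403 and 10076 cells remained. Counts of all genes differed between every pair of libraries beyond sampling noise, with a chi-square per degree of freedom from 11.4 for mice 105 and 106 to 69.8 for mice 104 and 105, so no library was a copy of another. The 3 pairs with mouse 104 gave the 3 highest values, 43.1, 60.7 and 69.8. The sex-linked genes went with the male label: Xist (ENSMUSG00000086503), which overlaps Tsix and other noncoding genes and is uncertain for that reason, had 2, 0, 5 and 0 UMIs in the 4 mice, where 3 counts correspond to 0.174 to 0.212 CPM (UMIs of a gene scaled to the same total in each mouse). The Y-linked Ddx3y (ENSMUSG00000069045) lay between 82 and 89.6 CPM and Eif2s3y (ENSMUSG00000069049) between 49.3 and 64.7 CPM.

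Clustering gave 26 clusters, of which 13 carried the markers of microglia and 1 could not be named. Cells with the markers of microglia, called microglia from here on, made up 79.3% of the cells of mouse 104 (exact 95% binomial interval 78.5 to 80.1%), 90.5% of mouse 105 (89.8 to 91.1%), 88.5% of mouse 106 (87.9 to 89.1%) and 88.4% of mouse 107 (87.8 to 89.1%). The intervals cover counting error only. The share of microglia was 84.9% ± 7.90 (SD, n = 2) in CNO mice and 88.5% ± 0.0665 (SD, n = 2) in Saccharin mice, with an exact two-sided permutation p of 1. The difference of -3.63 percentage points turned to 1.96 without CNO replicate 1 and was -9.21 without CNO replicate 2. Astrocyte-like cells numbered 46, 25, 35 and 59 in mice 104 to 107, which is 0.380% ± 0.095 (SD, n = 2) of the cells of CNO mice and 0.461% ± 0.176 (SD, n = 2) of those of Saccharin mice (exact permutation p = 0.667). The difference of -0.0805 percentage points turned to 0.0441 without Saccharin replicate 2 and was -0.205 without Saccharin replicate 1. Dissociation and myelin removal set these shares together with the tissue.

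Among the 7 classes tested for gene expression, the groups were fully separated in share for choroid plexus cells alone. These made up 2.43% ± 1.97 (SD, n = 2) of cells in CNO mice and 0.758% ± 0.0931 (SD, n = 2) in Saccharin mice, with an exact two-sided permutation p of 0.333. With 6 ways to label 2 against 2 mice, 0.333 is the smallest p the design allows. With at least 1000 UMIs per cell they were not separated (exact permutation p = 0.667), and with at most 10% mitochondrial UMIs border macrophages were separated as well (exact permutation p = 0.333). Mouse 104 set the size of this difference, which was 1.67 percentage points with all mice and 0.282 without it (CNO replicate 1). The same mouse had 362 fibroblasts against 11, 103 and 33 in mice 105, 106 and 107, so the tissue taken from it cannot be assumed alike, and its shares of choroid plexus cells and microglia are uncertain for that reason. In border macrophages the difference of mean shares was 0.233 percentage points, in neuroblasts 0.351, in endothelial cells 0.0623 and in monocytes or dendritic cells 0.11, with exact permutation p from 0.667 to 1. Clustering at a Leiden resolution of 2 turned the last 2 differences to -0.11 and -0.0869 percentage points.

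Leaving out a mouse moved the size of these 4 differences and turned the direction of all but that in border macrophages. The lowest and highest were 0.0501 (without Saccharin replicate 2) and 0.416 (without Saccharin replicate 1) in border macrophages, and -0.0149 (without CNO replicate 2) and 0.716 (without CNO replicate 1) in neuroblasts. They were -0.578 (without CNO replicate 1) and 0.703 (without CNO replicate 2) in endothelial cells, and -0.460 (without CNO replicate 1) and 0.679 (without CNO replicate 2) in monocytes or dendritic cells. The unnamed cluster held 4.69, 2.33, 2.85 and 4.15% of the cells of mice 104 to 107.

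Gene expression was compared on UMIs summed per mouse and class, so that the mouse was the replicate (n = 2 against 2). In microglia, edgeR's quasi-likelihood test on 12291 genes called 14 genes at a Benjamini-Hochberg adjusted p under 0.05, of which 9 were higher and 5 lower in CNO mice, and 591 genes had an unadjusted p under 0.05. The summed depth was 11645734 to 14740411 UMIs per mouse. Of the settings tried, leaving out CNO replicate 1 moved this count most, to 166 (42 higher, 124 lower), under the assumption that the lone CNO mouse varies like the Saccharin mice. Without CNO replicate 2 the count was 99 (67 higher, 32 lower), without Saccharin replicate 1 it was 6 (2 higher, 4 lower), and without Saccharin replicate 2 it was 11 (5 higher, 6 lower). So the balance of higher and lower calls depended on the mice included. DESeq2 called 27 genes, 13 of them among the 14. Of all 12291 genes, 33.5% had both CNO mice on 1 side of both Saccharin mice, where chance alone gives 33.3%.

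Of the 5 genes with the largest increase, Fos (ENSMUSG00000021250; GRCm38 chromosome 12, 85473890 to 85477273), a transcription factor gene induced early on stimulation, rose from 9.37 ± 1.24 CPM in Saccharin microglia to 35.7 ± 14.2 CPM in CNO microglia (SD, n = 2 each). Its log2 fold change was 1.94 (SE 0.235, adjusted p = 0.0102), and 45.8 and 25.7 CPM in the CNO mice stood against 8.49 and 10.2 CPM. Hist1h1d (ENSMUSG00000052565), a linker histone gene, changed by 1.91 (SE 0.166, adjusted p = 0.00159), from 5.12 ± 1 to 18.9 ± 0.602 CPM. Cmklr1 (ENSMUSG00000042190), which encodes a chemoattractant receptor, changed by 1.31 (SE 0.165, adjusted p = 0.0133), from 26.9 ± 5.25 to 65.7 ± 15.4 CPM. Gm36839 (ENSMUSG00000113170), a long noncoding RNA gene, changed by 1.21 (SE 0.136, adjusted p = 0.00625), from 9.84 ± 0.663 to 22.5 ± 3.39 CPM. The histone gene Hist4h4 (ENSMUSG00000096010) changed by 1.15 (SE 0.105, adjusted p = 0.00181), from 32.8 ± 2.51 to 71.7 ± 8.03 CPM. The immediate early gene Jun (ENSMUSG00000052684; chromosome 4, 95049034 to 95052222), the most abundant of the 14, changed by 0.82 (SE 0.0849, adjusted p = 0.00355), from 465 ± 4.78 to 808 ± 40.5 CPM. The other genes called higher were Plk3, Hist1h2ac and Epha2, named here after their values were seen, with log2 fold changes of 0.90, 0.87 and 1.11. Gm36839 overlaps exons of Prpf4b on the other strand, Jun those of Junos and Plk3 those of Tctex1d4, and histone genes have near-identical copies, so reads of these genes may be shared with others.

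Of the genes with the largest decrease, Ddit4 (ENSMUSG00000020108; chromosome 10, 59949669 to 59951834), a stress-induced inhibitor of mTOR signalling, fell from 130 ± 26.9 CPM in Saccharin microglia to 14.7 ± 2.01 CPM in CNO microglia (SD, n = 2 each). Its log2 fold change was -3.11 (SE 0.158, adjusted p = 1.61e-05). E230001N04Rik (ENSMUSG00000066170; chromosome 17, 28522720 to 28525398), a long noncoding RNA gene, changed by -2.15 (SE 0.0947, adjusted p = 8.01e-06), from 75.5 ± 3.35 to 16.8 ± 0.198 CPM. Tsc22d3 (ENSMUSG00000031431; chromosome X, 140539528 to 140600659), a gene induced by glucocorticoid hormones, changed by -1.44 (SE 0.127, adjusted p = 0.00159), from 139 ± 18.1 to 50.3 ± 8.52 CPM. Adrb1 (ENSMUSG00000035283), the beta-1 adrenergic receptor gene, changed by -1.13 (SE 0.133, adjusted p = 0.00864), from 75.6 ± 0.744 to 34.2 ± 8.14 CPM. Gm26870 (ENSMUSG00000097312), a long noncoding RNA gene, changed by -0.70 (SE 0.103, adjusted p = 0.0449), from 32.4 ± 0.971 to 19.7 ± 2.59 CPM. E230001N04Rik overlaps exons of Gm20109 and Gm26870 those of several predicted genes on the other strand, so their counts are uncertain.

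**Figure D1:**
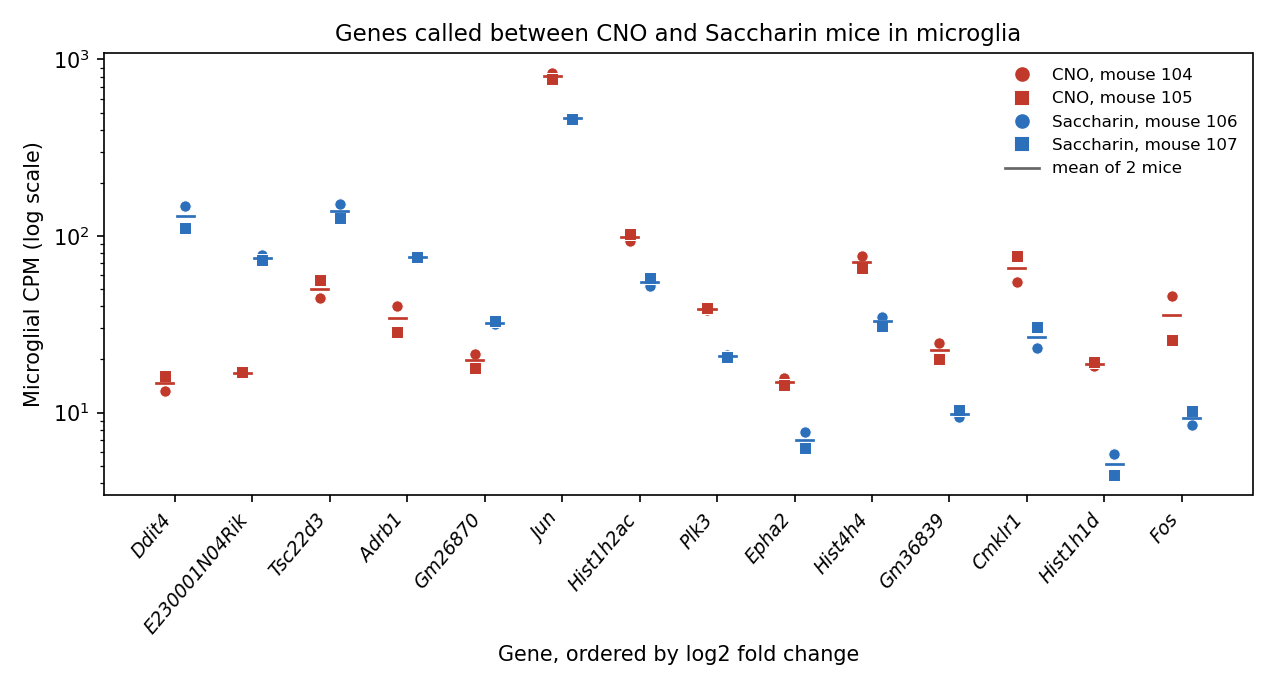
The 14 genes called between CNO and Saccharin mice in microglia, ordered by log2 fold change on the x axis, with CPM of the summed UMIs on a log scale on the y axis. Each point is 1 mouse and each line the mean of 2 mice; in all 14 genes both CNO mice lay on the same side of both Saccharin mice.

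All 14 genes kept the sign of their change in every alternative where they had a value. Without Saccharin replicate 1, 5 of the 14 stayed past the threshold and Jun, Plk3, Epha2, Cmklr1, Gm26870, Hist1h2ac, Gm36839, Fos and Adrb1 did not. Without Saccharin replicate 2, 8 stayed and Jun, Epha2, Gm26870, Gm36839, Fos and Adrb1 did not. Gm26870 also missed the threshold with DESeq2, with RLE factors (the size factors of DESeq2 within edgeR), with at least 1000 UMIs per cell and with at most 10% mitochondrial UMIs. Epha2 missed it under the last 2 settings and at a Leiden resolution of 2. Ddit4, E230001N04Rik, Tsc22d3, Hist1h1d and Hist4h4 stayed past the threshold with each mouse left out in turn.

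Lists of genes fixed before the data were examined were then compared in microglia, to ask whether the state of the cells had shifted as a whole. With limma's camera at a preset correlation of 0.01 and adjustment over 7 lists, the immediate early genes were higher in CNO mice (median log2 fold change 0.32 over 23 members, 17 of them higher, adjusted p = 1.56e-05). Of these members 2 were called over all genes tested and 11 when adjusted over the list alone. The homeostatic genes of microglia were higher (median 0.092 over 17 members, 16 of them higher, adjusted p = 0.00549). The interferon response genes were lower (median -0.12 over 28 members, 4 of them higher, adjusted p = 0.0107). No call was made for the disease-associated microglia genes (median 0.070, adjusted p = 0.387), the inflammatory cytokine genes (median 0.055, adjusted p = 0.103) or the heat shock genes (median 0.043, adjusted p = 0.669). The same held for the ribosomal protein genes, with a median of 0.013, a mean of -0.0043 and an adjusted p of 0.905. Apart from the immediate early genes, the lists had 0 members called over all genes. When adjusted over the list alone, 2 inflammatory cytokine genes were called and 0 members of the 5 others.

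None of the 3 list calls in microglia held under fry, limma's rotation test (adjusted p from 0.503 to 0.987 over the 7 lists), or under camera with the correlation estimated from the data (0.557 to 0.983). The immediate early genes also missed the threshold without CNO replicate 1 (median 0.22, camera adjusted p = 0.107). The interferon response genes missed it without CNO replicate 1 (median -0.11, 0.0568) and without Saccharin replicate 1 (median -0.045, 0.631). The homeostatic genes missed it without CNO replicate 2 (median 0.016, 0.321) and without Saccharin replicate 2 (median 0.078, 0.127). Lists without a call also gained one when a mouse was left out. The heat shock genes were called higher without CNO replicate 1 (median 0.12, 0.00154) and lower without CNO replicate 2 (median -0.15, 0.0334). The disease-associated genes were called without CNO replicate 2 (median 0.088, 0.00425) and without Saccharin replicate 1 (median 0.11, 0.00879), and the inflammatory cytokine genes without CNO replicate 2 (median 0.15, 0.042). The ribosomal protein genes were called lower without CNO replicate 1 (median -0.063, 0.0376) and higher without CNO replicate 2 (median 0.091, 0.00956).

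**Figure D2:**
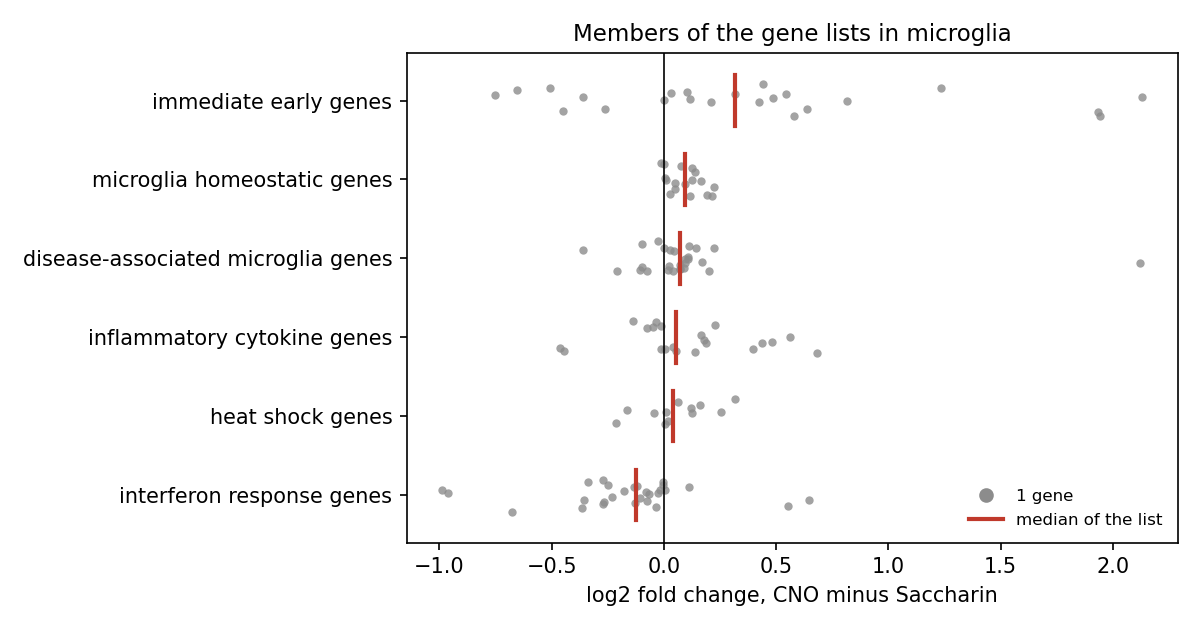
Log2 fold change in microglia, CNO minus Saccharin, on the x axis for each tested member of 6 gene lists on the y axis. Each point is 1 gene and each red line the median of its list, 0.32 for the immediate early genes and -0.12 for the interferon response genes.

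In astrocytes, the cells meant to carry the receptor, the sums held only 55095 to 122951 UMIs per mouse, and mouse 105 had 25 cells, fewer than the 30 asked of other classes. No gene of 1203 was called by edgeR's quasi-likelihood test, while 44 had an unadjusted p under 0.05, and DESeq2 called 0 as well. In simulated data of this depth, 36% of genes changed by a log2 fold change of 1 and 86% of those changed by 2 were called. Changing 200 genes there, with 1283 tested, eased the adjusted threshold. A few changed genes in the real data would face a stricter threshold, so these shares can be too high for them. Counting the unnamed mixed cluster with the astrocytes gave 7 genes. That cluster has 1382 cells against 165 astrocytes and is led by neuronal genes. Its microglial markers stand at 64.1% of their level in microglia, so this setting says little about astrocytes alone. The count also moved without Saccharin replicate 2. The 2 genes with the smallest p did not pass. Fabp7 (ENSMUSG00000019874) had 281 ± 37.6 CPM in CNO and 94.9 ± 19.2 CPM in Saccharin mice (SD, n = 2 each; log2 fold change 1.60, SE 0.415, edgeR adjusted p = 0.804). Lyz2 (ENSMUSG00000069516), over 10 times higher in another class, had 211 ± 92.8 and 65.1 ± 23.1 CPM (log2 fold change 1.83, SE 0.497, adjusted p = 0.804). With the mixed cluster included, the change of Lyz2 was -0.019.

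Gfap (ENSMUSG00000020932), whose promoter drove the receptor, had 206 ± 16.4 CPM in the astrocytes of CNO mice and 103 ± 49.8 CPM in those of Saccharin mice (SD, n = 2 each), from 19, 12, 5 and 17 UMIs in mice 104 to 107. In microglia, which should lack it, Gfap stood at 21.8, 8.71, 20.5 and 17 CPM. Its log2 fold change in astrocytes was 0.87 (SE 0.435, edgeR adjusted p = 0.993) and it was not called. With the mixed cluster included, whose cells outnumber the astrocytes, the change of Gfap was -0.098. Chrm3 (ENSMUSG00000046159), the mouse gene for the receptor type from which hM3D was built, had 0, 0, 1 and 0 UMIs in the astrocytes of the 4 mice. For the 3 mice at 0, 3 counts correspond to 30.7, 54.5 and 24.4 CPM in astrocytes of mice 104, 105 and 107. Expression of the transgene was not analysed here.

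Of the 6 astrocyte lists with a tested member, camera called 2 (adjusted over 6 lists). The immediate early genes had a median log2 fold change of 0.40 over 3 members, all 3 higher (adjusted p = 0.0195), with 0 called over all genes and 1 when adjusted over the list alone. The ribosomal protein genes had a median of 0.15 over 80 members, 60 of them higher (adjusted p = 0.0195), with 0 called either way. Neither call held under fry (0.533 and 0.625) or with an estimated correlation (0.603 and 0.801). The first was also lost without CNO replicate 2 (median 0.14, 0.267) and without Saccharin replicate 1 (median 0.17, 0.994). The second was lost without CNO replicate 1 (median 0.094, 0.278), CNO replicate 2 (0.095, 0.263) or Saccharin replicate 1 (0.014, 0.994). The pan-reactive genes were represented by Gfap alone (median 0.87, adjusted p = 0.0629). The A1 genes had a median of 0.0049 over 2 members with a test directed downwards (adjusted p = 0.957), the astrocyte homeostatic genes -0.20 over 18 members (0.141) and the heat shock genes -0.052 over 6 members (0.957). Without Saccharin replicate 2 the homeostatic genes were called lower (median -0.36, 0.0317). No member of these 4 lists was called over all genes or when adjusted over the list alone. No A2 gene passed the filter on low counts.

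A test of the difference itself, the interaction of class and group in microglia and astrocytes, called 0 of 12073 genes with edgeR, with 237 genes at an unadjusted p under 0.05, and DESeq2 called 0. The count stayed at 0 in the 11 alternatives run. In simulated data this test called 4% of genes with a log2 difference of 1 and 52% of those with 2. Changing 200 genes there eased the adjusted threshold, so these shares can be higher than in the real data. The changed genes there were drawn from those passing the filter on low counts in both classes. Only 1203 genes passed it in astrocytes, so these shares do not cover most of the 12073 genes. The calls in microglia and the lack of calls in astrocytes were thus not shown to differ.

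Each other class with at least 30 cells in every mouse was tested alone with edgeR's quasi-likelihood test. In endothelial cells 14 of 6416 genes were called, 2 higher and 12 lower in CNO mice, with 295 at an unadjusted p under 0.05. DESeq2 called 3 of the 14, all lower, and without Saccharin replicate 1 the count was 0, with changes of -1.61 for Apold1 and -1.25 for Cyr61. Without CNO replicate 2 the count was 31. Apold1 (ENSMUSG00000090698; chromosome 6, 134981718 to 134986836) changed by -1.72 (SE 0.22, adjusted p = 0.000125), from 686 ± 48.5 CPM in Saccharin to 204 ± 17.5 CPM in CNO mice (SD, n = 2 each). Cyr61 (ENSMUSG00000028195) changed by -1.91 (SE 0.329, adjusted p = 0.00322), from 250 ± 132 to 69.1 ± 19.7 CPM. AY036118 (ENSMUSG00000105361) changed by 1.32 (SE 0.289, adjusted p = 0.0463), from 85.5 ± 2.87 to 192 ± 110 CPM. Mouse 104 had the highest CPM of this gene in each class tested. In microglia it stood at 244 CPM, against 37.1, 53.9 and 48.6 CPM in mice 105 to 107. The increase is thus not particular to endothelial cells and rests largely on 1 mouse. AY036118 overlaps exons of other noncoding genes on both strands, and without CNO replicate 1 its change was 0.41 and no longer called (edgeR adjusted p = 0.995). It was not called without Saccharin replicate 1 (1.38, 0.974) or Saccharin replicate 2 (1.24, 0.0886) either.

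In border macrophages 5 of 4392 genes were called, 2 higher and 3 lower, with 175 at an unadjusted p under 0.05, and DESeq2 called 0. Without CNO replicate 1, CNO replicate 2, Saccharin replicate 1 or Saccharin replicate 2 the count was 12, 43, 15 or 9. The 5 had mean counts under 50 per mouse and so did not pass the naming rule. Ddit4 had the smallest p, with 119 ± 7.95 CPM in Saccharin and 13 ± 2.77 CPM in CNO mice (SD, n = 2 each; log2 fold change -3.16, SE 0.436, edgeR adjusted p = 0.00113). Ccl2 (ENSMUSG00000035385) followed, with 11.6 ± 9.64 and 225 ± 191 CPM (log2 fold change 4.15, SE 0.640, adjusted p = 0.00211). The others, named after their values were seen, were Ccl7, Tsc22d3 and E230001N04Rik. Microglial markers stood at 85.9% of their level in microglia in this cluster, so it holds microglia or much of their RNA.

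No gene was called by edgeR in monocytes or dendritic cells (3468 tested, 244 at an unadjusted p under 0.05, DESeq2 2), neuroblasts (4499 tested, 194, DESeq2 0) or choroid plexus cells (2575 tested, 10, DESeq2 0). In monocytes or dendritic cells, Ddit4 had a log2 fold change of -3.02 (SE 0.436) and Cst7 (ENSMUSG00000068129) of 4.54 (SE 0.678), both at an edgeR adjusted p of 0.0772. The count in this class was 27 without CNO replicate 1, 55 without CNO replicate 2 and 42 without Saccharin replicate 2. In neuroblasts it was 23, 20, 19 and 16 without CNO replicates 1 and 2 and Saccharin replicates 1 and 2, where the variance rests on 1 group. In neuroblasts, H2-Eb1 (ENSMUSG00000060586) and Cd74 (ENSMUSG00000024610) had log2 fold changes of -5.45 (SE 1.04) and -4.36 (SE 0.862), both at an adjusted p of 0.463. Cd74 overlaps Mir5107 on the same strand, so its count is uncertain. Both genes were over 10 times higher in another class, so RNA from other cells can set their level in neuroblasts. In choroid plexus cells, Dbp (ENSMUSG00000059824), which overlaps Sphk2 on the other strand, changed by -1.47 (SE 0.443), and Luc7l2 (ENSMUSG00000029823), which overlaps Gm26699, by 0.93 (SE 0.315). Neither passed the adjustment.

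Calls were shared between classes for few genes. Tsc22d3 and Ddit4 were called in microglia, border macrophages and endothelial cells, each time lower in CNO mice, and E230001N04Rik in microglia and border macrophages. The border macrophage cluster holds microglia or much of their RNA, so its shared calls need not be separate from those in microglia. In endothelial cells the log2 fold change was -1.91 for Ddit4 and -1.40 for Tsc22d3. In astrocytes it was -0.87 and -1.42, with neither called (edgeR adjusted p = 0.993 for both).

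**Figure D3:**
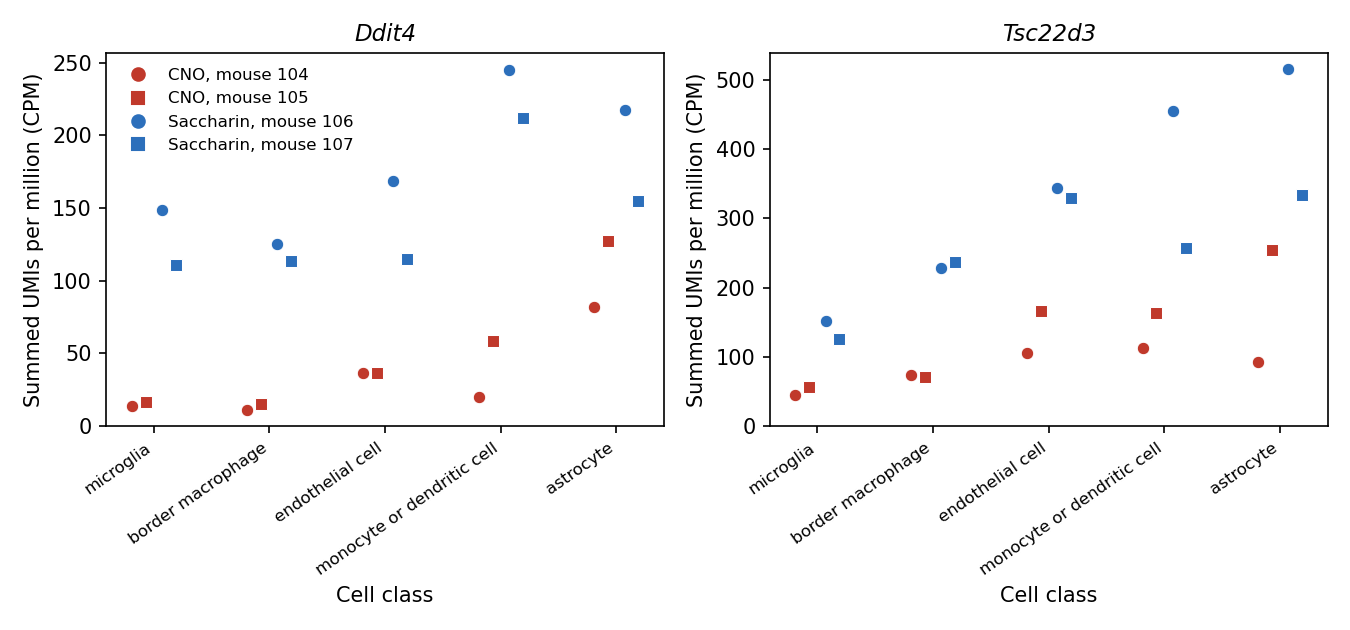
CPM of Ddit4 and Tsc22d3 on the y axis in 5 cell classes on the x axis, each point 1 mouse. In microglia the CNO mice stood at 13.3 and 16.1 CPM and the Saccharin mice at 149 and 111 CPM for Ddit4.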

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

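The comparison of microglia with endothelial cells and the test of stress shared by every class were chosen after the results of both classes had been seen; the heat shock test was chosen before.

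The response of the immediate early genes to CNO differed between microglia and endothelial cells of the same mice. In an edgeR model of both classes with the mouse as a factor, the median difference in log2 fold change, microglia minus endothelial cells, was 0.86 over 22 members, 20 of them higher. The limma tests gave p = 1.05e-07 with camera, 0.0434 with fry and 0.0748 with camera at the estimated correlation, so the call rests on how far members are taken to be independent. The list was chosen after both classes had been seen, 1 of 7 lists compared in this way. Of the others, the glucocorticoid-responsive genes (median difference 0.39, camera p adjusted over the 7 lists 0.0186, fry p = 0.0477), their members not seen before (0.39, 0.0186, fry p = 0.0892) and the clock genes in phase with Dbp (0.59, 0.0186, fry p = 0.132) also differed with camera, and none with the estimated correlation (p from 0.0953 to 0.118 for these 3). So the difference between the classes is not confined to the immediate early genes. Over the 17 members tested in both classes, the median was 0.44 in microglia and -0.11 in endothelial cells. Across the other settings the difference lay between 0.72 and 0.96, and with each mouse left out in turn between 0.60 (without CNO replicate 1) and 1.01 (without Saccharin replicate 2).

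The same model called 16 of 12572 genes as different between these classes, 12 with the higher change in microglia and 4 with the lower, and 495 had an unadjusted p under 0.05. Of the 16, 8 are immediate early genes: Atf3, Dusp1, Egr1, Fos, Jun, Klf2, Klf6 and Nr4a1. They fall into sets that moved in different classes. Fos and Jun changed by 1.94 and 0.82 in microglia and by 0.079 and -0.086 in endothelial cells. Dusp1, Klf2 and Nr4a1 changed by 0.0017, 0.10 and 0.030 in microglia and by -1.45, -1.01 and -2.18 in endothelial cells. Dusp1 is also in the list of glucocorticoid-responsive genes and overlaps Ergic1 on the other strand. S100a8 and S100a9, markers of neutrophils, are among the 16 as well, and in endothelial cells S100a8 ranged from 0 CPM in mouse 105 to 211 CPM in mouse 106. DESeq2 called 3 genes, a limit of 10% mitochondrial UMIs gave 4, and without Saccharin replicate 1 the count was 3. Without CNO replicate 2 it was 27.

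Stress of the cells during dissociation is a technical explanation for higher immediate early genes in CNO microglia. Stress that moves every class of a suspension alike needs a difference near 0 between classes, and the median difference was 0.86. Of the 8 members past the threshold, Fos, Jun and Egr1 changed in microglia by 1.94, 0.82 and 1.94 (Egr1 not called there). For these members the difference argues against such stress. Dusp1, Nr4a1, Klf2, Klf6 and Atf3 changed in microglia by 0.0017, 0.030, 0.10, 0.11 and 0.32, none called. Their differences say little about a rise in microglia. The criterion first set, the median of the list in endothelial cells, gave -0.11, with 11 members lower and 6 higher, so it does not exclude a rise of some members there. The median of the list was 0.43 in border macrophages (8 of 9 higher), 0.40 in astrocytes (3 of 3) and 0.24 in choroid plexus cells (4 of 4), against 0.018 in neuroblasts and -0.18 in monocytes or dendritic cells. Jun, picked after its values were seen, was higher in both CNO mice than in both Saccharin mice in each of these classes. Its log2 fold changes there, none called, were 0.65, 1.51, 0.73, 0.59 and 1.04 in the same order. In endothelial cells its change was -0.086. So for Jun a rise shared by the classes other than endothelial cells is not excluded. The border macrophage cluster has microglial markers at 85.9% of their level in microglia and shrinks from 584 to 135 cells at Leiden resolution 2, so its rise can be that of microglia themselves. The neuroblast cluster has them at 50.7% and shrinks from 438 to 230 cells, so microglial RNA can raise Jun there too. The markers were lower in astrocytes (19.5%), choroid plexus cells (8.4%) and monocytes or dendritic cells (27.5%). Stress to which microglia, alone or with some other classes, respond therefore stays open, and so does a separate fall in endothelial cells that hides a rise there. Heat shock genes, a part of that response, had a median change of 0.043 in microglia. It was 0.12 without CNO replicate 1 and -0.15 without CNO replicate 2, each past the threshold, so this test decides nothing. Microglial RNA in endothelial droplets, where microglial markers reached 38.6% of their level in microglia, pulls the classes together and could not produce a difference. Handling or collection that went with the groups cannot be separated from CNO with 2 mice each, and a response of microglia to the treatment remains an untested biological explanation.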

How the results depend on the processing

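The inclusion of the mixed cluster with the astrocytes, and all settings for microglia against endothelial cells, were chosen after seeing the data; the other alternatives were laid down before the data were examined. In alternatives other than leaving out a mouse, 15 of 26 counts stayed within 1.5 times of a reported count above 0, and 32 of 42 stayed at a reported count of 0. With a mouse left out, it was 3 of 12 and 12 of 20. Direction and side of the threshold were kept for 77 of 97 values of lists and 168 of 193 of named genes, and with a mouse left out for 29 of 52 and 71 of 99. The shares kept their direction in 25 of 27 values where no mouse was left out. No paired analysis was possible because the labels give no replicate numbers that the groups share.

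Counts of called genes moved with the filter and the tool. Without a filter on low counts they were 89 in microglia, 19 in border macrophages, 2 in choroid plexus cells, 25 in endothelial cells, 28 in monocytes or dendritic cells and 30 in neuroblasts. With DESeq2 they were 27 in microglia, 0 in border macrophages, 3 in endothelial cells and 2 in monocytes or dendritic cells. Without the genes over 10 times higher in another class, microglia gave 36 and monocytes or dendritic cells 2. Thinned to 55095 UMIs, microglia gave 0 and border macrophages 0, endothelial cells 3 and monocytes or dendritic cells 4. There only 982 genes of microglia passed the filter and 13 of the 14 calls were not tested, while Jun was tested and missed the threshold (log2 fold change 0.46). Monocytes or dendritic cells gave 2 with at least 1000 UMIs, with at most 10% mitochondrial UMIs and with no doublets removed. Endothelial cells gave 4 with at most 10% mitochondrial UMIs, and astrocytes with the mixed cluster 7. Apart from the 13 calls removed by the filter, the cause was not tested.

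Leaving out each mouse in turn gave 6 to 166 genes in microglia, lowest without Saccharin replicate 1 and highest without CNO replicate 1, and 0 to 9 in astrocytes, where 9 came without Saccharin replicate 2. The ranges were 9 (without Saccharin replicate 2) to 43 (without CNO replicate 2) in border macrophages, 0 (without Saccharin replicate 1) to 31 (without CNO replicate 2) in endothelial cells, 0 (without Saccharin replicate 1) to 55 (without CNO replicate 2) in monocytes or dendritic cells, and 16 (without Saccharin replicate 2) to 23 (without CNO replicate 1) in neuroblasts. Choroid plexus cells and the interaction of microglia and astrocytes stayed at 0. The lone mouse of an arm is assumed to vary like the other arm, and the cause was not tested.

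Lists called by camera lost their calls under fry and under the estimated correlation, which use the same fold changes and so the same medians: 0.092 for homeostatic, -0.12 for interferon response and 0.32 for immediate early genes in microglia, and 0.40 for immediate early and 0.15 for ribosomal protein genes in astrocytes. In astrocytes the immediate early genes had a median of -0.28 without a filter and of 0.76, not called, with at most 10% mitochondrial UMIs. The ribosomal protein genes had 0.14 and 0.029 under these settings, neither called. Heat shock genes in astrocytes turned to 0.0027 without a filter and 0.040 at Leiden resolution 2. The A1 genes turned to -0.0054 with RLE factors, -0.043 with at least 1000 UMIs, -0.44 with at most 10% mitochondrial UMIs and -0.022 at Leiden resolution 2. The cause was not tested.

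With each mouse left out in turn, medians in microglia ranged from 0.016 to 0.15 for homeostatic, -0.083 to 0.11 for disease-associated, -0.26 to -0.045 for interferon response, 0.064 to 0.15 for inflammatory cytokine, 0.22 to 0.47 for immediate early, -0.15 to 0.12 for heat shock and -0.063 to 0.091 for ribosomal protein genes. The disease-associated genes turned to -0.083 without CNO replicate 1 and -0.058 without Saccharin replicate 2, heat shock to -0.15 without CNO replicate 2, and ribosomal protein genes to -0.063 without CNO replicate 1. In astrocytes the medians ranged from -0.36 to -0.059 for homeostatic, 0.14 to 1.29 for immediate early, -0.23 to 0.041 for heat shock, 0.014 to 0.27 for ribosomal protein and -0.13 to 0.18 for A1 genes. Heat shock turned to 0.041 and A1 to -0.041 without CNO replicate 1, and A1 to -0.13 without Saccharin replicate 1.

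The difference in share turned to -0.11 percentage points for endothelial cells and to -0.0869 for monocytes or dendritic cells at Leiden resolution 2. With each mouse left out in turn the differences ranged from -9.21 to 1.96 for microglia, -0.205 to 0.0441 for astrocytes, 0.0501 to 0.416 for border macrophages, 0.282 to 3.07 for choroid plexus cells, -0.578 to 0.703 for endothelial cells, -0.460 to 0.679 for monocytes or dendritic cells and -0.0149 to 0.716 for neuroblasts, so the direction was kept for border macrophages and choroid plexus cells alone. With the mixed cluster, whose cells outnumber the astrocytes, Lyz2 turned to -0.019 and Gfap to -0.098. The cause was not tested. Without removal of doublets the astrocyte cluster could not be named, so astrocytes and the interaction have no value there. At Leiden resolution 2 monocytes or dendritic cells and border macrophages have shares and no test of expression, as a mouse had fewer than 30 cells.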

Other observations

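The lists of glucocorticoid-responsive, clock and histone genes, the splits of the mice, the test of microglial RNA in endothelial cells and the pointing out of genes next to each other were chosen after results had been seen. The predictions for time of day, for unseen members and for depth were made before their tests.

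Genes that glucocorticoid hormones induce had a negative median change in each class tested. A list of 30 such genes, written after 6 of them (Ddit4, Tsc22d3, Per1, Fkbp5, Klf9 and Dusp1) had been seen, had a median log2 fold change of -0.21 in microglia (17 of 25 members lower), -0.45 in endothelial cells (17 of 21), -0.32 in border macrophages (12 of 15), -0.53 in astrocytes (7 of 8), -0.38 in neuroblasts (10 of 12), -0.15 in monocytes or dendritic cells (6 of 11) and -0.051 in choroid plexus cells (3 of 5). With fry, the limma rotation test, p was 0.00192 in endothelial cells, 0.0103 in border macrophages and 0.0604 in microglia, the 6 included. It was 0.29 in astrocytes, 0.277 in neuroblasts, 0.162 in monocytes or dendritic cells and 0.568 in choroid plexus cells. For the members not seen before, fry gave 0.0236 in endothelial cells, 0.17 in border macrophages and 0.377 in microglia. The border macrophage cluster holds microglia or much of their RNA, so its values need not be separate from those of microglia. E230001N04Rik starts 5193 bases from the start of Fkbp5, a member of the list, on the opposite strand of chromosome 17.

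Microglial RNA carried into other droplets is argued against in endothelial cells. The summed CPM of the list there was 3409 and 4003 in the CNO mice and 5388 and 5623 in the Saccharin mice, a fall of 1799. The microglial share of 38.6% of markers would carry over a fall of 196, and the fall seen was 9.16 times that. For Ddit4 alone the fall of 106 CPM was 2.38 times what the share gives, and for Tsc22d3 the fall of 201 CPM was 5.91 times. For the 16 members not seen before the fall was 816 against 115, with every Saccharin mouse at least 491 CPM above both CNO mice.

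The members not seen before the list was written had a median of -0.15 in microglia (12 of 19 lower, camera p = 0.0776) and of -0.40 in endothelial cells (12 of 16 lower, camera p = 0.000484, fry p = 0.0236, estimated correlation p = 0.0645). In monocytes or dendritic cells their median was 0.13, opposite in sign to the full list. So whether the pattern in microglia reaches beyond a few chosen genes cannot be told apart from scatter among members that go both ways.

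A difference in the time of day of collection is a candidate explanation, since glucocorticoid levels follow the day. Clock genes in phase with Dbp were lower in CNO mice, with a median of -0.41 in microglia (7 of 8 lower, camera p = 7.71e-06, fry p = 0.0408, estimated correlation p = 0.0605) and of -0.85 in endothelial cells (5 of 5 lower, camera p = 6.03e-06, fry p = 0.0895). Clock genes of the opposite phase, which should then have risen, had a median of -0.14 in microglia and of -0.0086 in endothelial cells, with 1 member higher in each class. The limma camera p was 0.226 and 0.388. With few members on that side and no times in the labels, time of day, stress of the mice before collection, and an effect of CNO through the receptor or outside it cannot be told apart. A lower glucocorticoid response in CNO mice is a hypothesis found and tested on the same 4 mice.

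Replication-dependent histone genes had a median log2 fold change of 0.27 in microglia (20 of 26 higher, 3 called, all 3 seen before the list was written; camera p = 7.74e-09, fry p = 0.117, estimated correlation p = 0.124). Their near-identical copies share reads, and no explanation was tested for them.

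The 14 calls in microglia were set against the other splits of the 4 mice into 2 and 2. Of the 3 splits 1, the real one, gave as many genes, and the highest of the others gave 3. At an unadjusted p under 0.05, however, that other split had 736 genes and the real one 591. With 3 splits chance cannot be excluded at the usual level. In border macrophages the real split gave 5 genes and the highest other 6, in astrocytes 0 and 2, in neuroblasts 0 and 4, and in choroid plexus cells 0 and 198. In endothelial cells the real split gave 14 and the highest other 6, and in monocytes or dendritic cells 0 and 1. In endothelial cells too, however, the split of mice 104 and 106 against the rest had more genes at an unadjusted p under 0.05, with 452 against 295.

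That microglia have calls and astrocytes have none may follow from the difference in summed depth between classes, which could not be decided. Thinned to equal totals of 55095 UMIs, the lowest of any class and mouse, microglia gave 0 called genes, as many as astrocytes, with 982 genes tested and 34 at an unadjusted p under 0.05. The filter on low counts alone removed 13 of the 14 calls there, so this outcome was nearly set beforehand. The same total left 3 calls in endothelial cells and gave 4 in monocytes or dendritic cells, so it does not force a count of 0. A smaller response of astrocytes remains possible, and the interaction test did not show one.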
